A study of Mus musculus with 40 samples.

How the data were processed

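Pools of mouse germinal-vesicle oocytes, the fully grown oocytes taken from the ovary before meiotic maturation, were assayed in 40 samples. Per the labels' protocols, 100 to 200 oocytes were pooled per sample from mice aged 22 to 25 days, dissected by hand. The genotypes were control, a conditional deletion of G9a (G9a cKO) and a conditional deletion of both G9a and Glp (cDKO). G9A, encoded by Ehmt2, and GLP, encoded by Ehmt1, are histone methyltransferases that place dimethylation on lysine 9 of histone H3 (H3K9me2). The samples comprised 11 low-input RNA-seq libraries, 6 H3K9me2 libraries, 6 input and 2 IgG libraries made by native chromatin immunoprecipitation from very few cells, and 15 bisulphite libraries. Per the labels' protocols, immunoprecipitation used 250 ng of antibody per reaction. Groups were taken from the genotype in the labels together with the prefix of the sample title, which separates RNA controls of the GKAO series from those of the GKAQ series. The G9a cKO libraries carried the GKAO prefix and the cDKO libraries the GKAQ prefix, so each mutant was compared with the controls that shared its prefix.

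The authors deposited both tables used here as log2 values, with 1 column per library, so replicates were not pooled. Neither the file headers nor the labels name the unit, the aligner, the counting method, the genome build or any filter. The unit was inferred from the values. Within each library the values above the lowest were log2 of whole multiples of a single step, and the lowest value equalled 0.9 of that step. This is log2 of reads scaled to a library total of 1000000 (RPM), with a feature of 0 reads set to 0.9 read. Whole reads were recovered for 100% of the values in each library except G9a cKO RNA replicate 3, where the share was 99.995%. The value given to a feature without reads therefore depends on the depth of its library. The step also gives the total of reads each library was scaled to. The RNA table holds 38540 transcript loci with assembly identifiers, of which 15023 overlap an annotated gene on the same strand. A gene symbol was used only for those loci. Of the loci, 8635 had no read in any of the 11 libraries. Whether counting used the strand is not stated, and 12803 loci (33.2%) overlap a locus on the other strand, so reads may have been counted for both. The H3K9me2 table holds 272158 windows of 10 kb, of which 17101 had no read in any of the 6 libraries. Coordinates are those of the tables. The tables name no build. Of the loci, 12736 could be matched by gene symbol to RefSeq annotation of GRCm38.p6, and 98.07% of these overlap the RefSeq position of the gene. In the H3K9me2 table, 4 further columns of per-sample values match no sample of the series and were not used.

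Tests used limma 3.58.1 in R 4.3.3 with the package data.table (version 1.17.8) on the deposited log2 values, with no pseudocount added, and figures used Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. One linear model with a mean per group was fitted over the 11 RNA libraries, with empirical Bayes moderation that followed the trend of variance with level and was robust to outlying variances. SE and p-values therefore rest mainly on the variance shared by loci of like level, and less on the replicates of a locus. An SD given beside them is that of the replicates alone. All 38540 loci were tested. The contrasts were G9a cKO against GKAO controls, cDKO against GKAQ controls, the difference between these effects, and GKAQ against GKAO controls. P-values were two-sided and adjusted by Benjamini-Hochberg over all loci in each contrast. A locus is described as called at an adjusted p under 0.05. Because of the 0.9 read given to empty loci, fitted fold changes of loci with few reads understate or depend on depth. Where every library of a group had at most 3 reads, the fold is given as a bound against 3 reads in the shallowest library of that group, and no fold is given where this held for both groups. A locus counted as detected at a mean of at least 10 RPM over the 11 libraries. The design had provided for tests of raw counts or of linear values. Since the tables held log2 values, the test provided for log2 values was used.

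The 6 H3K9me2 libraries were fitted in the same way with a mean per group. The test had been planned over all windows of the table. Unchanged groups simulated at the real depths gave 18492 windows called higher in G9a cKO under that plan, because windows without reads take a value set by depth. The test was therefore restricted to windows with a read in at least 1 library, 255057 in the table. In the simulation this restriction left 254526 windows and gave 0 calls, and the counts over all windows are given beside it. Windows were also summed to 100 kb and to 1 Mb. Bins of 100 kb were kept where at least 50% of their windows had a read, and bins of 1 Mb where at least 90% had. Because values are scaled to the reads of each library, they measure the distribution of H3K9me2 along the genome, and a change of the total amount cannot be seen. A comparison with input, which had been planned to define enriched windows, could not be made with the libraries analysed here. Enriched windows were defined instead as the 10% with the most reads in 1 control library (the 90th percentile), and their level was read in the other control and in the mutants. The roles of the controls were then swapped. The level is the mean RPM over these windows divided by the mean over all windows with a read, computed per library.

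The test scripts were tested on simulated data drawn from the real means and depths. In the RNA simulation with 200 changed loci, the fit called 100% of loci changed 4-fold and 69% of those changed 2-fold in G9a cKO, and 97% and 57% in cDKO, out of 38540. Among unchanged loci it called 4 higher and 5 lower in G9a cKO, and 2 higher and 13 lower in cDKO. Without any change it called 0 loci in G9a cKO and 3 in cDKO. Changed loci were drawn only from those with at least 10 RPM in controls, so recovery at loci with fewer reads was not tested. Real loci called higher had control medians of 8.14 RPM (G9a cKO) and 4.48 RPM (cDKO). All simulated loci shared the same variation beyond counting error, so false calls at loci that vary more than others were not tested either. In the H3K9me2 simulation with 200 regions of 100 kb changed 2-fold, windows of 10 kb recovered 0% of the changed windows, whereas bins of 100 kb recovered 81.9% in G9a cKO and 77.4% in cDKO, with no unchanged bin called among 25499. In windows of 10 kb, precision weights on the recovered reads (voom) recovered 11.2% and 12.3%, and the fit over all windows, with its many false calls, 14.6% and 12.1%. Each window varied on its own in the H3K9me2 simulation, so broad differences between libraries were not simulated.

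Named genes were fixed by a rule set in advance. Ehmt2 and Ehmt1 are always given. For G9a cKO and for cDKO, the 5 genes with the largest rise and the 5 with the largest fall are named among called loci with a gene name whose mutant and control libraries do not overlap. For H3K9me2, the 3 called windows with the largest rise and the 3 with the largest fall are named per contrast where any were called. Genes of 6 lists written in advance may be named with their list. The lists were methylation machinery, imprinted genes, oocyte genes, granulosa markers, blood markers and zygotic activation genes. Each was tested with fry and, as an alternative, with camera at a preset correlation of 0.01, over 3 contrasts, and p-values were adjusted over the 18 tests. H3K9me2 at loci called in cDKO was compared with 10000 random lists of loci of the same size matched on deciles of mean expression, using the mean of windows overlapping each locus.

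The RNA libraries were scaled to totals of 1458868 to 2399680 reads, so that 1 read was worth 0.685 to 0.417 RPM. The H3K9me2 libraries were scaled to totals of 1109191 to 19128881 reads, and the mean number of reads per window ranged from 4.12 to 71.4. Intervals and read limits given here cover counting error only, since the reads carry no molecular identifiers. Alternatives covered the variance trend, the centring, filters on low loci and windows, the controls used, the groups in the fit, the fold-change threshold, leaving out each library, window size, equal depth, and precision weights on the recovered reads (voom). The input, IgG and bisulphite libraries were not analysed here.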

Results

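RNA abundance and the genomic distribution of H3K9me2 were compared between control, G9a cKO and cDKO mouse oocytes. The mutants are labelled as deleted for G9a (G9a cKO) or for both G9a and Glp (cDKO). RNA was measured in 11 libraries: 3 controls with the GKAO title prefix, 3 G9a cKO, 3 controls with the GKAQ prefix and 2 cDKO. The GKAO controls were scaled to totals of 1458868, 1909514 and 1706492 reads, and the G9a cKO libraries to 2395356, 1830566 and 2123746. The GKAQ controls were scaled to 1591100, 2399680 and 2028797 reads, and the cDKO libraries to 1756271 and 1686855. The 10 loci with the most reads took 3.78% to 4.3% of the reads in each library. Across loci, Pearson correlations of log2 RPM were 0.967 to 0.973 for the 10 pairs of RNA libraries within a group and 0.943 to 0.966 for the 45 pairs from different groups. H3K9me2 was measured in 2 libraries per genotype, with totals of 7048784 and 19128881 reads in controls, 1857144 and 1109191 in G9a cKO and 1723142 and 1881848 in cDKO. Across windows, the 3 pairs of H3K9me2 libraries within a group had correlations of 0.385 to 0.853. The 12 pairs from different groups had 0.251 to 0.439, so the ranges overlapped. In both tables every pair of libraries differed by more than sampling noise, with a lowest chi-square per degree of freedom of 1.69 for RNA and 1.08 for H3K9me2 within a group, and no libraries were merged.

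The targeted genes were examined first in every library. Ehmt2, which encodes G9A (locus TCONS_00045668, ENSMUSG00000013787, chr17:34898465–34914051, plus strand), had few reads throughout. The GKAO controls had 12, 13 and 9 reads (8.23, 6.81 and 5.27 RPM) and the G9a cKO libraries had 5, 11 and 2 reads (2.09, 6.01 and 0.942 RPM). The library labelled G9a cKO replicate 2 thus lay within the range of the controls for the gene it is labelled as lacking. Reads were summed over the whole locus, so they do not show which part of the gene is missing. Over all loci, the split of these 6 libraries by label gave 689 calls. Splits that exchanged replicate 2 for a control gave 7, 0 and 0, which argues against a control under the wrong label. The GKAQ controls had 8, 30 and 16 reads (5.03, 12.5 and 7.89 RPM), and both cDKO libraries had 5 reads (2.85 and 2.96 RPM). The log2 fold change of Ehmt2 was −1.55 (SE 0.51, adjusted p = 0.0971) in G9a cKO and −1.45 (SE 0.57, adjusted p = 0.121) in cDKO. Neither passed the threshold at this depth. Without the library labelled G9a cKO replicate 2 the log2 fold change in G9a cKO was −2.25 (adjusted p = 0.0154), and over the alternatives tried the adjusted p ranged from 0.0145 to 0.815.

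Ehmt1, which encodes GLP (locus TCONS_00059817, ENSMUSG00000036893, chr2:24790769–24919653, minus strand), had 144 to 173 reads in the GKAQ controls and 31 and 36 reads in cDKO. Its log2 RPM was 6.34 ± 0.21 (SD, n = 3) in these controls and 4.28 ± 0.19 (SD, n = 2) in cDKO, a log2 fold change of −2.06 (SE 0.20, adjusted p = 1.09e-21). In G9a cKO, Ehmt1 was not detectably changed: the log2 fold change was 0.08 (SE 0.18, adjusted p = 0.771), with 139 to 166 reads in the mutant and 104 to 117 in the GKAO controls. This small value changed sign, to −0.06, with all controls pooled and without GKAO control replicate 2. The difference between the effects on Ehmt1 was itself past the threshold (log2 difference −2.14, adjusted p = 1.98e-11).

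**Figure D1:**
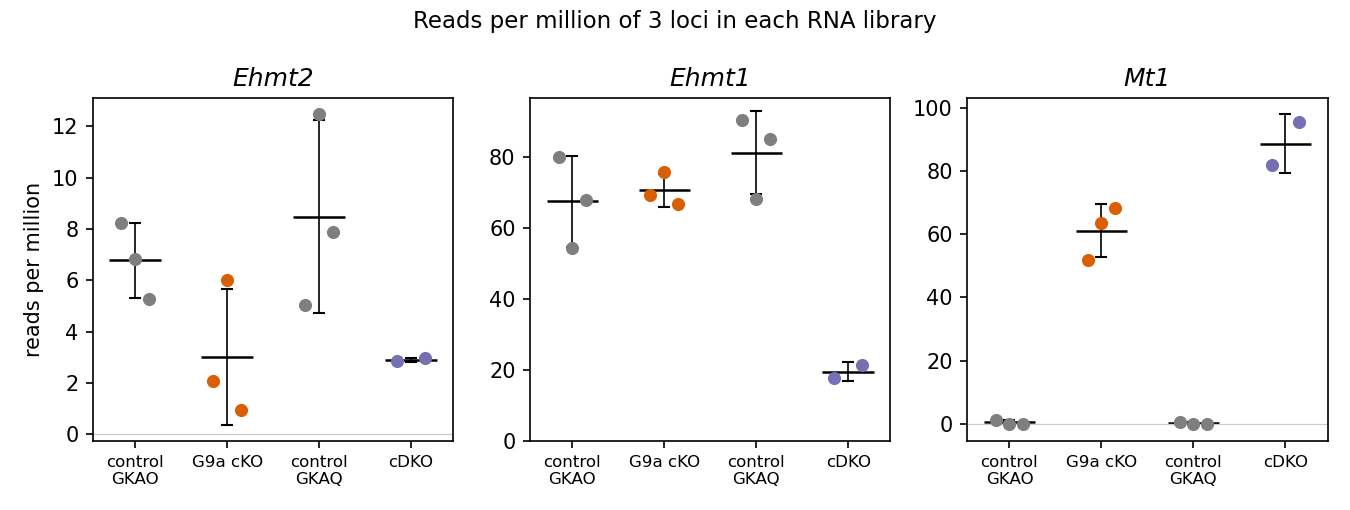
RPM of Ehmt2, Ehmt1 and Mt1 in each of the 11 RNA libraries (points), with the mean (horizontal line) and SD (vertical bar) of each group, each panel with its own linear axis. The cDKO libraries had 31 and 36 Ehmt1 reads, the library labelled G9a cKO replicate 2 had 11 Ehmt2 reads, and the mutant libraries had 51.8 to 95.4 RPM of Mt1.

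The first comparison asked which transcripts depend on G9A. Of 38540 loci, 689 were called in G9a cKO, 405 higher and 284 lower, of which 445 had a gene name. At an unadjusted p under 0.05 there were 4044 loci. At an absolute log2 fold change of at least 1, 263 loci were higher and 130 lower. Loci called higher had a median of 8.14 RPM in controls and 22.6 in G9a cKO, and loci called lower 53.4 and 28. The median log2 fold change was 1.54 for loci called higher and −0.88 for those called lower, or 1.23 and −0.82 with loci at or under 3 reads in every library of a group set to their bound. All 3 control libraries had at most 3 reads at 69 (17%) of the loci called higher. The alternative that moved the count most was centring each library on its median over all loci, which left 13 calls. That median is the value of 1 read or fewer in these libraries, and centring on the 9091 detected loci gave 678 calls. Without the library labelled G9a cKO replicate 2 the count was 379, of which 348 were among the 689 with the same direction.

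Among named genes, Mt1 rose most in G9a cKO (metallothionein 1, locus TCONS_00097923, ENSMUSG00000031765, chr8:94179089–94180325, plus strand). It had 116 to 145 reads in G9a cKO, or 5.92 ± 0.21 log2 RPM (SD, n = 3), against 0 to 2 reads in controls, at least 29.7-fold higher (adjusted p = 3.67e-36). Mt1 overlaps a locus on the other strand with almost the same reads, so the strand of these reads is uncertain. Gab1 (ENSMUSG00000031714, chr8:80764434–80880505) had 24 to 49 reads, or 4.17 ± 0.40 log2 RPM, against 1 to 3, at least 8.95-fold higher (adjusted p = 9.79e-12). AC091683.1 (ENSMUSG00000093976, chr13:49898032–49924423) had 26 to 34 reads against 1 to 3, at least 6.89-fold higher (adjusted p = 1.34e-09). Etv5 (ENSMUSG00000013089, chr16:22381309–22441052) had 10 to 31 reads, or 3.30 ± 0.96 log2 RPM, against 0 to 2, at least 5.47-fold higher (adjusted p = 2.33e-09). Ephb1 (ENSMUSG00000032537, chr9:101922128–102354693), which overlaps a locus on the other strand, rose from 0.25 ± 1.12 to 3.98 ± 0.38 log2 RPM (adjusted p = 3.64e-11). The genes that fell most had few reads in controls. Dapk2 (ENSMUSG00000032380, chr9:66158177–66272242) had 8 to 12 reads in controls and 0 to 2 in G9a cKO, at least 3.7-fold lower (adjusted p = 2.71e-05). Dmp1 (ENSMUSG00000029307, chr5:104202617–104214102) had 5 to 13 reads in controls and 0 in every G9a cKO library, at least 2.92-fold lower (adjusted p = 8.31e-05). Raet1c (ENSMUSG00000053219, chr10:22360552–22374139), which has 4 loci in the table and close paralogs that may share reads, fell from 3.41 ± 0.88 to 0.37 ± 1.26 log2 RPM (adjusted p = 5.88e-05). Tal1 (ENSMUSG00000028717, chr4:115056426–115071755) was at least 2.11-fold lower (adjusted p = 0.0075), and 1 library decided its call, since without GKAO control replicate 2 the adjusted p was 0.0695. Best2 (ENSMUSG00000052819, chr8:85007147–85014408) was at least 2.3-fold lower (adjusted p = 0.0128), and lost the threshold in 6 of 16 alternatives, among them the fits without GKAO control replicate 1 (adjusted p = 0.187), without GKAO control replicate 3 (0.105) and without G9a cKO replicate 1 (0.0621).

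The second comparison asked which transcripts depend on G9A and GLP together. In cDKO, 2444 loci were called, 1665 higher and 779 lower, of which 1546 had a gene name. At an unadjusted p under 0.05 there were 6143 loci. At an absolute log2 fold change of at least 1, 1246 loci were higher and 253 lower. Loci called higher had a median of 4.48 RPM in controls and 19.2 in cDKO, and loci called lower 106 and 66.7. The median log2 fold change was 1.85 for loci called higher and −0.69 for loci called lower, or 1.18 and −0.69 with loci at or under 3 reads set to their bound. At 506 (30.4%) of the loci called higher every control had at most 3 reads, and at 46 of them both groups did. The share of higher among called loci was 68.1% as deposited and 53.1% (1290 higher, 1140 lower) after centring on the detected loci, whose median shifted by 0.094 log2. At an absolute log2 fold change of at least 1 the share was 83.1% as deposited and 76.4% after centring.

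Mt1 also rose most in cDKO, with 144 and 161 reads, or 6.47 ± 0.15 log2 RPM (SD, n = 2), against 0 to 1 in the GKAQ controls, at least 47.1-fold higher (adjusted p = 3.2e-40). Limch1 (ENSMUSG00000037736, chr5:67043728–67057159) had 54 and 63 reads against 0 to 2, at least 18-fold higher (adjusted p = 4.09e-15). Usp17l5 (ENSMUSG00000058976, chr7:103416696–103419819), a member of a gene family whose copies may share reads, had 25 and 48 reads against 0 in each control, at least 11.2-fold higher (adjusted p = 3.67e-09). Mll1 (ENSMUSG00000002028, chr9:44803355–44881274) had 27 and 34 reads against 0 to 1, at least 9.38-fold higher (adjusted p = 2.85e-08). Rgs7 (ENSMUSG00000026527, chr1:175059096–175492685), which overlaps a locus on the other strand, rose from −0.21 ± 1.11 to 4.83 ± 0.04 log2 RPM (adjusted p = 1.2e-11). Tmc7 (ENSMUSG00000042246, chr7:118535843–118584736) had 13 to 24 reads in controls and 0 and 1 in cDKO, at least 4.84-fold lower (adjusted p = 5.22e-07). The gene 2310045N01Rik (ENSMUSG00000002345, chr8:70152738–70167488) fell from 4.55 ± 0.23 to 1.12 ± 1.24 log2 RPM (adjusted p = 3.34e-11). Nxt2 (ENSMUSG00000042271, chrX:142228177–142239692) was at least 3.72-fold lower (adjusted p = 0.00301). Lrmp (ENSMUSG00000030263, chr6:145092150–145174934) was at least 3.17-fold lower (adjusted p = 5e-04), and overlaps a locus on the other strand. Hspa1b (ENSMUSG00000090877, chr17:34956434–34972342) was at least 2.76-fold lower (adjusted p = 0.000521); it lies near Ehmt2, overlaps a locus on the other strand and has a near-identical paralog. With precision weights on the recovered reads, Lrmp (adjusted p = 0.051) and Hspa1b (adjusted p = 0.084) fell short of the threshold.

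The effects of the 2 genotypes were then set side by side. At 361 loci the change was called in both, in the same direction at 351 (251 higher, 100 lower) and in opposite directions at 10. Of the 689 loci called in G9a cKO, 86.9% had the same sign in cDKO. Of the 2444 called in cDKO, 75.2% had the same sign in G9a cKO. Among detected loci called in neither, the share was 58.4%. The controls were different libraries, so these shares are not raised by shared control values. Across the 9091 detected loci, which are not independent replicates, the log2 fold changes had a Pearson r of 0.549 and a Spearman rho of 0.375. Of the 351 loci, 267 (76.1%) had the larger absolute change in cDKO, with a median absolute log2 fold change of 1.34 in G9a cKO and 1.66 in cDKO, or 1.16 and 1.58 with loci at the 3-read limit set to their bound. The difference was called at 20 of them.

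**Figure D2:**
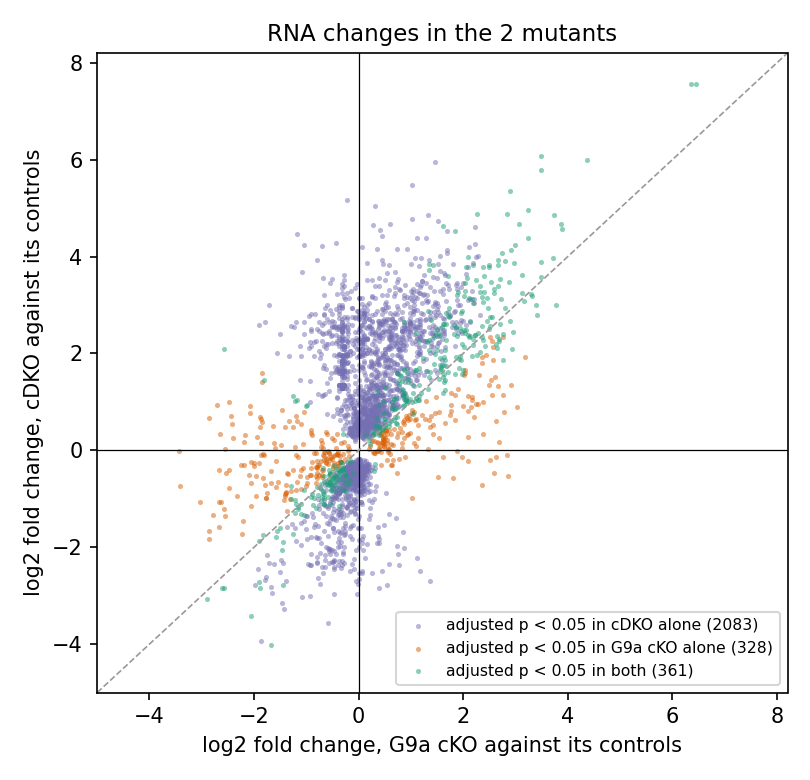
Log2 fold change in G9a cKO (x axis) and in cDKO (y axis), each against its own controls, for every locus called in at least 1 of the mutants; colours give where it was called and the dashed line marks equal changes. Called loci numbered 2083 in cDKO alone, 328 in G9a cKO alone and 361 in both.

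Whether loss of GLP adds to the effect of losing G9A was tested as the difference between the effects. It was called at 417 loci, with 264 effects higher and 153 lower in cDKO. At an unadjusted p under 0.05 there were 5132 loci. Of the 417, 341 were called in cDKO, 71 in G9a cKO and 35 in neither. Among the named genes the difference was past the threshold for Mll1 (log2 difference 5.39, adjusted p = 0.000318), Rgs7 (4.73, 7.88e-05), Usp17l5 (4.44, 0.00846) and Dapk2 (3.43, 0.0386), and for Ehmt1. For Mt1 it was not (1.11, adjusted p = 0.249). After centring on the detected loci the split was 210 higher and 251 lower, or 45.6% higher in place of 63.3%. Compared directly without the controls, cDKO and G9a cKO differed at 2215 loci. The 417 calls for the difference between the effects depended on 1 library: without GKAQ control replicate 1 there were 14705, of which 8635 had no read in any library.

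The controls of the GKAQ and GKAO series, in which no gene is deleted, differed at 1490 loci, 754 higher and 736 lower in GKAQ, with 4382 loci at an unadjusted p under 0.05. At an absolute log2 fold change of at least 1 the number was 330. The median change of called loci was 0.622 and −0.658 on the log2 scale. Loci called higher in the mutants had larger medians, 1.54 in G9a cKO and 1.85 in cDKO. Loci called lower had −0.885 in G9a cKO and −0.686 in cDKO, the latter close to the value between the controls. The 1490 calls between the controls also outnumbered the 689 in G9a cKO. Series and mutant genotype cannot be told apart in a direct comparison of the mutants.

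Gene lists were tested with fry, with p-values adjusted over 18 tests. Of the zygotic activation genes, 9 of 25 listed genes were matched, and 4 of these had at least 1 RPM in controls. In cDKO their median log2 fold change was 1.28, or 0.49 with genes at the 3-read limit set to their bound, and all 8 genes above that limit in either group were higher (fry adjusted p = 0.00215). In cDKO 5 were called over all loci and 6 when adjusted over the list alone, all higher. In G9a cKO the median was 0.04 (fry adjusted p = 0.602), and the difference between the effects had a fry adjusted p of 0.00942. In G9a cKO, too, all 5 genes above that limit in either group were higher, and the other 4 were at the limit in both groups. For the difference between the effects, 0 genes of the list were called over all loci and 5 adjusted over the list alone, all higher. The fry p-value for the difference carries an offset from depth at genes with few reads: the blood markers had a median difference of 0.5. Zscan4d rose in G9a cKO (log2 fold change 2.83, SE 0.40, adjusted p = 1.52e-09), from 4 to 6 reads in controls to 34 to 61. In cDKO it rose by 4.88 (SE 0.45, adjusted p = 2.27e-24), to 103 and 128 reads. Zscan4d has near-identical paralogs that may share its reads. Arg2 rose by 0.59 in cDKO (SE 0.11, adjusted p = 1.24e-05).

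Of the 24 matched granulosa markers, 12 had at least 1 RPM in control oocytes and 4 had at least 10. Under fry the list had opposite directions in the mutants. The fry adjusted p was 0.0102 for a decrease in G9a cKO (median log2 fold change −0.26), 0.0213 for an increase in cDKO (median 0.15) and 0.00509 for the difference between the effects. With genes at the 3-read limit set to their bound, both medians were 0. Depth alone gives such opposite signs: the blood marker Hba-a1, with 0 RPM in every group, had −0.32 in G9a cKO and 0.2 in cDKO. Both groups were at the limit at 9 markers in G9a cKO and 7 in cDKO. Above it, 7 of 15 and 9 of 17 markers were higher. The fry p-values carry this offset, so they do not show that the markers moved in opposite directions. Under camera none of the fry calls held (adjusted p = 0.737, 0.708 and 0.589). In cDKO 5 markers were called over all loci and 7 when adjusted over the list alone, 6 of them higher. In G9a cKO none was called over all loci and 2 were when adjusted over the list alone.

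For the methylation machinery (19 genes matched, all with at least 1 RPM in controls) fry gave an adjusted p of 0.289 in G9a cKO, 0.332 in cDKO and 0.219 for the difference. In G9a cKO 1 gene was called over all loci and 5 adjusted over the list alone, and in cDKO 5 and 7. The list includes the deleted genes Ehmt2 and Ehmt1, and Ehmt1 is among those called in cDKO. Dnmt1 fell by 0.58 on the log2 scale in cDKO (SE 0.03, adjusted p = 3.57e-86) and was unchanged within its error in G9a cKO (0, SE 0.03, adjusted p = 0.993). So small a p-value comes from the variance shared by loci of like level, not from the few replicates alone. Dnmt3a fell by 0.53 (SE 0.09, adjusted p = 1.71e-06) and Kdm3a rose by 1.45 (SE 0.34, adjusted p = 0.000865) in cDKO. For imprinted genes (23 matched, 18 with at least 1 RPM) fry gave 0.636, 0.602 and 0.586, with 2 genes called in G9a cKO and 5 in cDKO over all loci and the same numbers adjusted over the list alone. Grb10 was higher in both mutants (log2 fold change 0.76, adjusted p = 0.0188 in G9a cKO, and 1.45, adjusted p = 7.58e-08 in cDKO). Snrpn fell by 1.19 in cDKO (SE 0.30, adjusted p = 0.00237). For oocyte genes (25 matched, 24 with at least 1 RPM) fry gave 0.332, 0.988 and 0.602. In G9a cKO 5 were called over all loci and 9 adjusted over the list alone, and in cDKO 13 and 18. None of the 4 matched blood markers rose above 3 reads in any library, and fry gave 0.289, 0.531 and 0.281. With camera, the rise of the zygotic activation genes in cDKO (adjusted p = 9.07e-10) and the difference between their effects (0.00153) also passed, and 6 further tests passed that did not under fry.

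The H3K9me2 comparison asked where the mark was redistributed in G9a cKO and in cDKO. Of 255057 windows of 10 kb with a read, 4730 were called in G9a cKO, 4469 higher and 261 lower, with 48990 at an unadjusted p under 0.05. In cDKO 0 windows were called, with 22952 at an unadjusted p under 0.05, and 0 between the mutants, with 34157. Counts in G9a cKO depended strongly on the setting. All 272158 windows of the table gave 32053 calls in G9a cKO and 20532 in cDKO, each with the 17101 windows without any read among them, and the fit without the variance trend and the fit with only the groups compared each gave 0 in G9a cKO. Lower in G9a cKO were chr15:74660001–74670000 (1 and 0 reads against 58 and 123 in the much deeper controls, at least 2.71-fold lower, adjusted p = 0.0355), chr11:30350001–30360000 (at least 2.57-fold lower, adjusted p = 0.0355) and chrX:166210001–166220000 (at least 2.4-fold lower, adjusted p = 0.0486). The window on chromosome 11 overlaps the locus TCONS_00014913, and the RNA table has no locus in the other 2. The windows that rose most, chr4:42460001–42470000, chrY:35090001–35100000 and chrY:9760001–9770000, had at most 3 reads in every control and G9a cKO library, so no fold is given (adjusted p = 0.0355 each). None of these 6 windows passed the threshold without the variance trend, with only the groups compared or at equal depth.

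Bins of 100 kb, chosen after the data had been seen, were tested because the same fit recovered 81.9% (G9a cKO) and 77.4% (cDKO) of simulated 2-fold changes at that size and 0% in windows of 10 kb with a read. Of 25533 bins, 7590 were called in G9a cKO (3723 higher, 3867 lower, 29.7%) and 1683 in cDKO (1264 higher, 419 lower, 6.59%). Centring on the median bin moved the share of higher calls in G9a cKO from 49.1% to 61.8%. The median log2 fold change of called bins was 0.659 and −0.643 in G9a cKO and 0.687 and −0.653 in cDKO. With all libraries thinned to the lowest depth, 4740 and 1234 of 25482 bins were called. Between cDKO and G9a cKO 46 bins were called, 8 higher and 38 lower, and 273 after centring on the median bin, of which 12.8% were higher. Of the called bins, 1024 were higher in both mutants, 298 lower in both, and 1 was called in opposite directions. In simulated unchanged groups with shared controls no bin was called in either mutant. Each simulated window varied on its own around the control profile, so broad differences between libraries were not simulated. That simulation shows what depth and shared controls give, not how far real libraries differ. Of the 3867 bins lower in G9a cKO, 95.7% were lower by value in cDKO, where the 3867 bins with the lowest change in that simulation gave 57.1%. The changes in the mutants correlated across bins with r = 0.76 at 100 kb and 0.871 at 1 Mb. The same controls entered both, and the simulated unchanged groups gave 0.16 and 0.108. Bins are not independent replicates.

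Across 2496 bins of 1 Mb, the control profiles correlated with each other with r = 0.971. The G9a cKO profiles correlated with the controls with 0.365 to 0.42 and with each other with 0.885. The cDKO profiles correlated with the controls with 0.49 to 0.616, with each other with 0.911, and with the G9a cKO profiles with 0.731 to 0.875. At equal depth the control pair had 0.874, and the mutant profiles correlated with the controls with 0.257 to 0.33 (G9a cKO) and 0.349 to 0.503 (cDKO).

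How far windows rich in H3K9me2 in controls kept their level was measured in the 10% of windows with the most reads in 1 control. The level relative to the mean of all windows with a read was 1.31 ± 0.024 (SD, n = 2) in the other control, 1.15 ± 0.010 (n = 2) in G9a cKO and 1.1 ± 0.020 (n = 2) in cDKO. In the 10% of windows with the fewest reads the level was 0.543 ± 0.018 in controls, 0.685 ± 0.0024 in G9a cKO and 0.690 ± 0.013 in cDKO. Control and mutant libraries did not overlap, but an exact permutation test of 2 against 2 libraries cannot give a two-sided p below 0.33. Equal depth moved the levels most, to 1.18 in controls, 1.09 in G9a cKO and 1.06 in cDKO, in the same order.

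**Figure D3:**
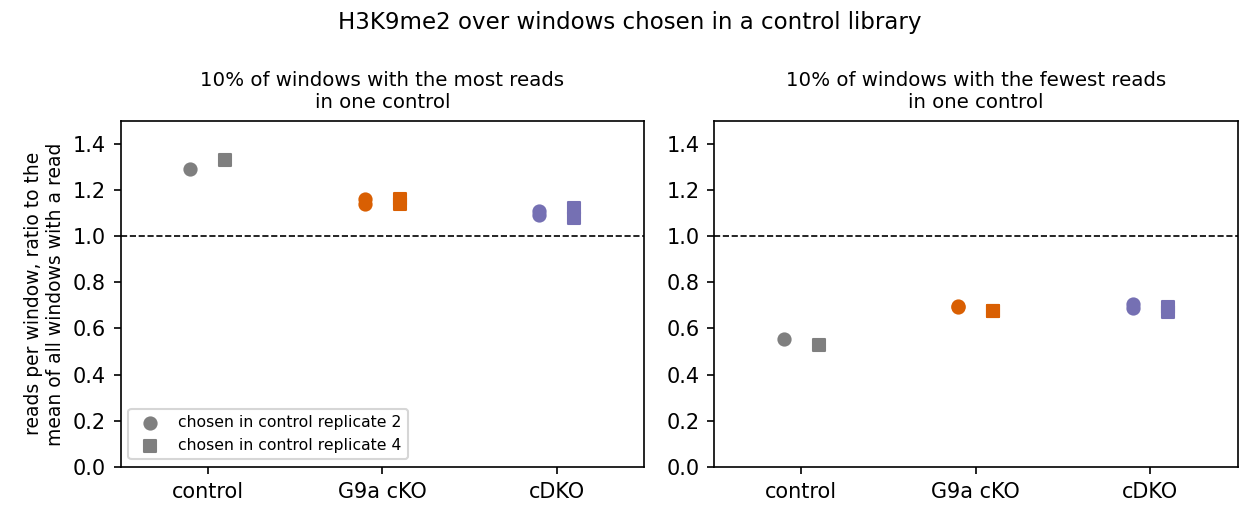
H3K9me2 reads per window, as a ratio to the mean of all windows with a read (dashed line at 1), for each library in the windows with the most (left) and the fewest (right) reads in 1 control; the symbol gives the control used for the choice, and that control is left out. Means in the windows with the most reads were 1.31 in controls, 1.15 in G9a cKO and 1.1 in cDKO.

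Finally, H3K9me2 was read at loci whose RNA changed in cDKO. The 1660 loci called higher with a usable window had a median control level of 2.01 log2 RPM per 10 kb, against 1.91 (central 95% of lists 1.89 to 1.92) in lists matched on expression, at percentile 100 of 10000 lists. Their median change in cDKO was −0.07, against 0.09 (0.06 to 0.11) in matched lists, at percentile 0. The 775 loci called lower had a control level of 1.80, as in matched lists (1.78 to 1.82, percentile 37.6), and a change of 0.23 against 0.21 (0.17 to 0.24, percentile 95.3). Taking log2 of the mean RPM in place of the mean of log2 values moved the median change of loci called higher to 0.01, above 0, with 0.17 in matched lists and the percentile again 0. These percentiles describe these libraries, since loci are not independent replicates.

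**Figure D4:**
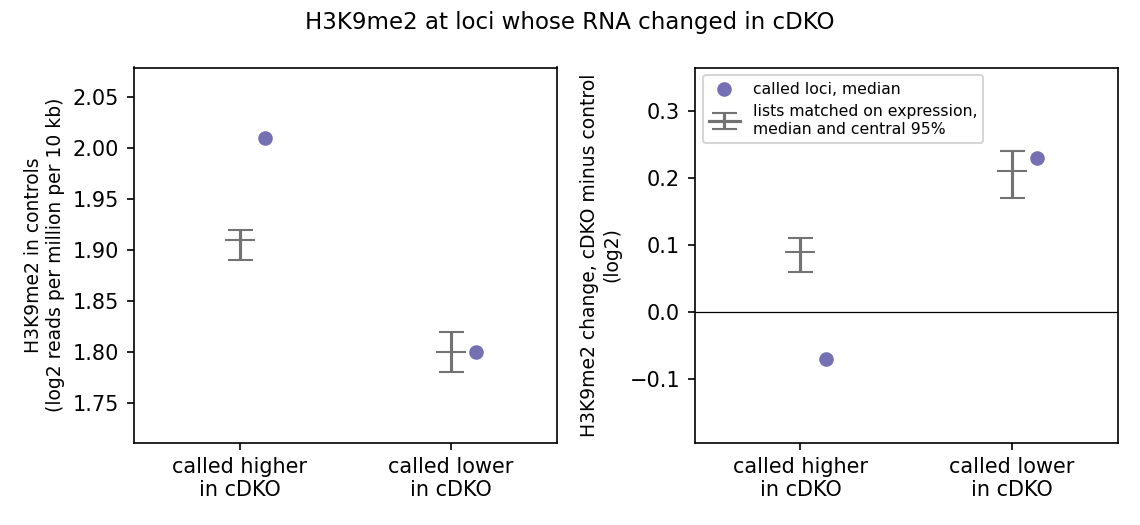
Median H3K9me2 in controls (left) and median H3K9me2 change in cDKO (right) of the loci whose RNA was called higher or lower in cDKO (points), beside the median and central 95% of 10000 lists matched on expression (bars). Loci called higher had 2.01 against 1.91 in controls and a change of −0.07 against 0.09.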

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

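The test for a difference between the controls, at loci with a different effect, was stated in advance; the count among the 129 loci also called between the controls was chosen only after the result was seen.

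The effect of the mutation differed between cDKO and G9a cKO at 417 loci by a test of the difference itself, which is why this result is singled out here. Each mutant was compared with controls of its own title prefix, and these controls differed from each other at 1490 loci. A difference between the control sets could therefore appear as a difference of effects. Of the 417 loci, 129 (30.9%) were also called between the controls, against 3.57% of other loci, and 302 (72.4%) were called when the mutants were compared directly. The difference of effects contains the control libraries, so overlap with calls between the controls is raised by construction. A difference between the control sets alone leaves the mutants alike, and 268 of the 417 were called between the mutants and not between the controls. The difference of effects contains the mutant libraries too, so this count is also raised by construction. A locus not called between the controls may still differ there. These counts therefore do not show what share of the 417 the control sets account for. Of the 129, 95 were not called between the mutants. Loci called in both tests tend to lack a mutant call by arithmetic, so at these loci a difference between the control sets cannot be told apart from an effect of the mutation. Depth also mattered. Without GKAQ control replicate 1 the count was 14705, with 8635 loci that had no read in any library among them, because empty loci take a value set by depth. All 417 were among the 14705 with the same direction. Without GKAQ control replicate 3 the count was 277. Title prefix and mutant genotype go together, so a difference between the series in animals or handling that acts on the mutants alone cannot be told apart from the effect of losing GLP. An added effect of losing GLP stays a hypothesis for the 268 loci.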

How the results depend on the processing

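The alternatives were chosen before the data were examined, except the following, which were chosen after seeing the data: precision weights (voom), loci with at least 5 reads in 2 libraries, centring on detected loci, all windows against windows with a read, equal depth, 100 kb bins with and without centring, and log2 of mean RPM at loci. Where a change is given without a reason, the cause was not tested.

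Counts of called RNA loci depended on the variance trend and the centring. Called loci in G9a cKO, in cDKO, for the difference of effects and between the controls numbered 689, 2444, 417 and 1490. Without the trend they numbered 155, 1078, 73 and 93, and the adjusted p of Mt1 in G9a cKO was 0.000704 in place of 3.67e-36. After centring on the median of all loci, called loci numbered 13, 138, 65 and 10. That median is the value of 1 read or fewer, so this centring adds the depth-dependent floor to every locus: the log2 fold change of Mt1 became 6.77 in place of 6.44 in G9a cKO and 7.35 in place of 7.55 in cDKO. Requiring an absolute log2 fold change of at least 1 gave 393, 1499, 227 and 330. Pooling all controls gave 1197 calls in G9a cKO, and comparing the mutants directly gave 2215, of which 293 were among the 417 with the same direction. With only the compared groups in the fit, run for G9a cKO and cDKO alone, counts stayed within 1.5 times (576 and 2238). So did every count with loci above the table median, the 5-read filter, precision weights and centring on detected loci (678, 2430, 461 and 1458). That last centring moved the share of higher calls from 68.1% to 53.1% in cDKO and from 63.3% to 45.6% for the difference of effects.

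Leaving out 1 library at a time gave 379 to 579 calls in G9a cKO (6 fits, lowest without the library labelled G9a cKO replicate 2), 1716 to 1824 in cDKO (3 fits), and 1021 to 1276 between the controls (6 fits). For the difference of effects it gave 277 to 14705 (9 fits), lowest without GKAQ control replicate 3 and highest without GKAQ control replicate 1. Leaving out a cDKO library leaves 1, so no test was made.

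The change of Ehmt1 in G9a cKO, near 0, changed sign to −0.06 with pooled controls and to −0.06 without GKAO control replicate 2. Among 24 combinations of a named gene and a mutant, 7 kept direction and side of the threshold in every alternative. Of the values of these genes, 27 became weaker, 2 stronger and 2 changed sign. Centring on the median of all loci made 15 weaker, omitting the trend 5, and leaving out 1 library 4 (Best2 in 3 fits, Tal1 in 1). The stronger values were those of Ehmt2 in G9a cKO, −1.67 with pooled controls and −2.25 without the library labelled G9a cKO replicate 2.

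Under camera the granulosa markers lost the threshold (adjusted p = 0.737 in G9a cKO, 0.708 in cDKO and 0.589 for the difference). Methylation machinery (0.00873, 4.44e-06 and 9.07e-10), zygotic activation genes in G9a cKO (0.0105) and imprinted genes in cDKO and for the difference (0.0257 and 0.00087) passed it. The methylation machinery list includes Ehmt1 and Ehmt2 and was not tested without them. Its results in cDKO and for the difference may therefore partly restate the deletions.

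The count of H3K9me2 windows in G9a cKO changed by more than 1.5 times in every 10 kb alternative run except windows above the table median (6256), and bins of 100 kb are tests of another number of features. With 4.12 reads per window in the shallowest library, depth limits what windows of 10 kb can show. In G9a cKO, 4730 windows became 32053 over all windows, 9151 after centring on the median, 0 without the trend (48990 at an unadjusted p under 0.05 with it), 0 with only the groups compared, 976 at equal depth, 29657 with precision weights 7590 as bins of 100 kb, 7156 as centred bins and 4740 as bins at equal depth. In cDKO, 0 became 20532 over all windows, 8278 with precision weights, 1683 as bins, 1826 as centred bins and 1234 as bins at equal depth, and stayed 0 after centring, above the table median, without the trend, with only the groups compared and at equal depth (22952 at an unadjusted p under 0.05 in the fit reported). Between the mutants, 0 became 164 with only the groups compared, 35 with precision weights, 46 as bins, 273 as centred bins and 100 as bins at equal depth, and stayed 0 over all windows, after centring, above the table median, without the trend and at equal depth (34157 at an unadjusted p under 0.05 in the fit reported). The 6 named windows lost the threshold without the trend, with only the groups compared and at equal depth, 18 weaker values in all. Apart from loci read for H3K9me2, given below, 4 other medians moved when 1 library was left out: the RNA change of loci called higher in cDKO in 1 fit and the H3K9me2 change of control-enriched windows in 3.

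The level over control-enriched windows was 1.24 in controls and 1.12 in G9a cKO at the 75th percentile, and 1.35 and 1.16 at the 95th. At equal depth it was 1.18 in controls, 1.09 in G9a cKO and 1.06 in cDKO. Leaving out 1 library gave 1.14 to 1.16 in G9a cKO and 1.09 to 1.12 in cDKO (4 fits each). At loci called lower in cDKO, the control level read at the start of the locus (1.85) lay at percentile 98.3 of matched lists, and the change from log2 of mean RPM (0.32) at percentile 98. Leaving out 1 library gave changes of −0.08 to −0.05 at loci called higher and 0.21 to 0.26 at loci called lower (4 fits each), and control levels of 1.99 to 2.02 and 1.77 to 1.8 (2 fits each).

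No paired analysis was possible because the input libraries that share numbers with H3K9me2 libraries are not used here and the labels do not say that numbers in RNA titles mark a common origin. The 2 numbers in the titles of the GKAO series, taken as a block, gave 557 calls in G9a cKO, 475 of them among the 689 with the same direction; deviations by number in the controls and in G9a cKO correlated with r = 0.12 over 9091 loci. Not run were alternatives that need input or IgG libraries (windows above input, H3K9me2 minus input, the level over input, the replicate block of input and H3K9me2), changes of a pseudocount, which log2 values do not take, and tests for raw counts.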

Other observations

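Chosen only after the result was seen were the tests of depth over all windows, of shared controls, of scaling and of loci with few control reads at a fold change of at least 2, and of expression and length at loci called higher.

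Mt1 had 116 to 161 reads in the 5 mutant libraries and 0 to 2 in the 6 controls. Mt2, the neighbouring metallothionein gene, had 0 reads over all 11 libraries. Mt1 thus rose without Mt2, which argues against a joint induction of these genes. A construct that carries Mt1 sequence could give such reads, and so could regulation of Mt1 alone. The lowest count in a mutant library, 116, is the pattern itself and decides nothing, so these explanations cannot be told apart here. The labels used here describe no such construct.

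Variants carried along with the deleted genes could give called loci near them. Within 10 Mb of Ehmt2, 2.6% of loci with a read were called in G9a cKO and 2.3% elsewhere (Fisher exact p = 0.624). Within 10 Mb of Ehmt2 or Ehmt1, 6.19% were called in cDKO and 8.22% elsewhere (Fisher exact p = 0.0458), the opposite direction. Neither argues for carried variants as the source of many calls.

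Of the 10 splits of the 6 libraries in the G9a cKO comparison, 1 gave as many called loci, the real one, and the largest other split gave 15. Of the 10 splits of the 6 control libraries, 2 gave as many as the real 1490, and the other gave 13641, of which 8635 had no read. Of the 10 splits of the 5 libraries in the cDKO comparison, 2 gave as many as the real 2444, and the other gave 11541, again with the 8635 among them; it set GKAQ control replicates 2 and 3, the deepest, against the rest. With loci of at least 5 reads in 2 libraries, 1 of 10 splits gave as many in each comparison, the real one, and the largest others gave 1, 0 and 15. With 10 splits the share cannot fall below 10%, so the splits alone give no smaller share. Without the 5-read filter, other cDKO splits gave up to 402 calls besides the 11541. Simulations of independent libraries without any change called 0 loci in G9a cKO, 3 in cDKO and 0 between the controls, but they hold no subgroups of like libraries and so do not test a fortuitous grouping of these.

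More loci were called higher than lower in cDKO, and scaling to the total of reads could cause this. After centring on detected loci the share of higher calls fell from 68.1% to 53.1%, close to even, so scaling stays a candidate explanation for the share over all called loci. At a fold change of at least 2 the share was 76.4% after centring, which scaling alone does not give. Loci without reads in controls can rise and cannot fall. Among 8906 loci with a mean of at least 10 RPM in the GKAO controls, which this comparison does not contain, 184 were higher and 181 lower at that fold change after centring (50.4% higher). Over all fold changes 433 of these loci were called higher and 1000 lower (30.2% higher). The excess of large rises therefore came from loci with few reads in controls, and the limit on how far such loci can fall is a candidate explanation for it. Whether these loci were also released by loss of the methyltransferases stays open. RNA from granulosa cells was also weighed. Of 24 granulosa markers 14 had a higher fitted value in cDKO, and fry gave an adjusted p of 0.0213. Both carry the value that depth gives to empty loci. The 14 include Gatm, Krt18 and Amhr2, whose RPM was 0 in cDKO and above 0 in the GKAQ controls. Of the 17 markers above 3 reads in either group, 9 were higher, so the list as a whole did not rise. The markers moved apart: Ptgs2 reached 16 RPM and Krt8 10.4 RPM. In cDKO, Vim (0.866 RPM), Sparc (1.15), Amh (0.581), Krt18 and Gatm (0 each) stayed low, which granulosa cells would raise as well.

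Of loci called higher in cDKO, 28% overlapped no annotated gene, against 21.2% (19.5% to 23%) in lists matched on expression. In G9a cKO the share was 29.1% against 14.1% (11.1% to 17.3%). Unannotated loci may thus be preferred among those that rose, in both mutants. Loci called lower had 6.68% in cDKO and 6.69% in G9a cKO, against 6.8% and 9.51%. Repeat annotation of these loci was not tested.

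X-linked loci made up 6.79% (113 of 1665) of loci called higher in cDKO, against 3.6% (2.76% to 4.5%) in lists matched on expression, and 6.91% (28 of 405) in G9a cKO, against 3.21% (1.73% to 5.19%). Low mean expression of X-linked loci therefore does not account for the share. After centring on detected loci, 101 X-linked loci were called higher and 24 lower in cDKO, and 26 and 5 in G9a cKO. A preference for the X chromosome is a hypothesis found in these data, and gene families with several copies there may add to it through shared reads, which was not tested.

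Over all windows of the H3K9me2 table, 28289 windows were called higher in G9a cKO and 20102 in cDKO. Unchanged groups simulated at the real depths gave 18492 windows called higher in G9a cKO and 18178 in cDKO, so depth alone could give a large part of these calls. The same simulation with a read required gave 0 in each mutant.

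The H3K9me2 profiles of the mutants resembled each other more than those of the controls. Background that follows gene density could produce this: profiles correlated with locus density with r = 0.384 to 0.465 in the mutants and 0.106 to 0.151 in controls. With locus density taken out, the mutant profiles still correlated with each other with 0.675 or more and with the controls with 0.348 to 0.642, so density is not the whole cause. G9a cKO profiles lay further from the controls than cDKO profiles, and at equal depth this held, with at most 0.33 for G9a cKO and 0.349 or more for cDKO, a small gap. Shared controls gave a correlation of 0.16 between unchanged simulated groups, against 0.76 observed. The simulation held no broad differences between libraries, so it does not exclude that such differences in the shared controls raised the correlation. A common redistribution of H3K9me2 is a hypothesis for this pattern. Background in mutants with less of the mark, from other features than gene density, could give it too, and was not tested because input and IgG libraries were not used here.

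Loci called higher in cDKO had more H3K9me2 in controls than matched loci (2.01 against 1.91). With lists matched on mean expression and length the upper limit was 1.93, so these features do not account for it. Loci called higher had a median of 4.48 RPM in controls and 19.2 in cDKO. No lists were matched on expression in controls, so low control expression stays open. Their H3K9me2 change was also lower than in matched lists. A fall wherever the control level is high could cause this. In lists matched on the level in 1 control and measured against the other, the lower limits were 0.03 and 0.01, while the called loci had −0.08 and −0.07. With log2 of mean RPM the change of the called loci was 0.01, against 0.17 in lists matched on expression. Its sign thus depends on the averaging, and lists matched on the control level were not run on that scale. A lower H3K9me2 change at loci whose RNA rose than at matched loci, by loss or by smaller gain, is a hypothesis. Both assays had only 2 cDKO libraries each, and the direction of cause was not tested.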
